A study of Eublepharis macularius with 4 samples.

How the data were processed

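Single-cell RNA sequencing was carried out on soft tissue of the adult leopard gecko jaw that held unerupted teeth and dental lamina. There were 4 libraries from 2 animals. Tissue of LG252 was digested with collagenase D at 1.5 U/ml and dispase II at 2.4 U/ml at 37 °C for 4 to 5 h, and tissue of LG255 with a Bacillus licheniformis protease at 10 mg/ml at 4 °C for 6 h, per the labels' protocols. Live cells were sorted by exclusion of propidium iodide, per the same protocols. Each animal gave 2 libraries, called replicate 1 and replicate 2. The titles call them biological replicates, and the labels do not say whether they are separate pieces of tissue, separate jaws or runs of 1 cell suspension, so what the spread between them measures is uncertain. Animal and dissociation change together, so their effects cannot be separated, and the spread between the replicates of an animal leaves out differences between animals.

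The deposited values are UMI counts per gene and cell barcode, whole numbers without normalisation, which the authors made with Cell Ranger version 7.1.0, per the file headers. The assembly was MPM_Emac_v1.0, for which the authors replaced earlier files, per the series' design text. The annotation release, the use of intronic reads and the rule by which barcodes were called as cells are stated in neither the labels nor the headers. The files hold 24025 features, of which 9371 have only a locus number as their name and 37 are mitochondrial. Of these features, 23671 were found in the reference gene table of the same assembly, from which coordinates are given. HSPA2, HSPA8 and other genes with similar copies can share reads, so their counts are uncertain where the counting divided such reads.

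Barcodes with at least 200 detected genes were retained (8531 of 8612). Doublets were scored per library with Scrublet in scanpy 1.11.5. Its automatic threshold called 19 cells (0.223%), so the highest-scoring cells were called at an assumed rate of 0.8% per 1000 cells, which removed 207 cells (2.43%) and left 8324. No maximum was set on the mitochondrial share. Counts were scaled to a common total per cell and log-transformed, and 2000 variable genes were scaled within each library. Leiden clustering at resolution 1.0 used 30 principal components and 15 neighbours and gave 28 clusters. A cluster took a name ending in -like from lists of marker genes when at least 3 markers of a type were detected in at least 10% of its cells and their mean log2 excess over the other clusters was at least 0.5. Clusters of low depth, with more markers of another class among their 10 leading genes, or with at least 5 mitochondrial genes among these, were left unnamed. Many clusters came mostly from 1 library, and the animals were therefore compared within broad epithelial-like, mesenchymal-like and immune-like classes. Dental epithelial-like cells were named in a further clustering of the epithelial-like cells of each library, with 20 principal components, where at least 3 dental markers were raised by a log2 of at least 1, from SP6, DLX3, FOXI3, IRX1, ISL1, TBX1 and a marker that is not reported here. The rules for leaving a cluster unnamed held for these sub-clusters too, and unnamed sub-clusters stayed among the other epithelial-like cells. Genes of the lists tested below were held out of all clustering.

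UMI counts were summed per library and class, so that the library is the replicate. The sums were compared with the quasi-likelihood test of edgeR 4.0.16, with TMM scaling, filterByExpr and Benjamini-Hochberg adjustment at 0.05. The sums of the broad classes held between 106927 UMIs (19 mesenchymal-like cells of LG255 replicate 1) and 10696696 UMIs (3011 immune-like cells of LG252 replicate 1). Animals were compared within a class without a term for the replicate number, which names libraries of different animals. A minimum of 20 cells per library was set for counting the genes called between the animals. The mesenchymal-like class missed it, and its number of called genes is given only with the alternatives. The tests of gene lists had no such minimum and used all 4 libraries. Epithelial-like against mesenchymal-like cells, and dental against other epithelial-like cells, were compared with the library as a block, the latter in the 3 libraries with at least 10 dental epithelial-like cells. The difference of the animal effect between classes was tested as an interaction term with the library as a block. Standard errors were computed as the absolute log2 fold change over the square root of its F statistic.

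Lists of heat shock genes (20 of 25 in the files), immediate early genes (29 of 30), cold response genes (1 of 2), tooth development genes (66 of 66) and cycling genes (23 of 25) were tested. Each was summarised by its median log2 fold change and tested by camera in limma 3.58.1 with an inter-gene correlation of 0.01, by camera with the correlation estimated from the data, and by fry. Shares of cells were compared by a two-sided exact permutation test over libraries, which has 6 arrangements and a smallest possible p of 0.33. For each comparison the text names up to 3 raised and 3 lowered genes with the smallest p among those with an adjusted p under 0.05, an absolute log2 fold change of at least 1, an average log2 CPM of at least 5, no overlap between the sides (or 1 direction in every library of a blocked comparison), and a symbol other than a locus number. List genes may be named besides. Between classes that clustering had defined, only list genes are named and counted, because the clustering itself selects genes that differ.

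The gene minimum, the marker lists, the broad classes, the gene lists, the tests, the rule for naming genes and the alternatives not listed in the next sentence were chosen before the data were examined. A maximum of 20% mitochondrial UMIs per cell, the epithelial-like class without its dental cells, and the other epithelial-like cells without sub-clusters led by mitochondrial genes or without unnamed sub-clusters are alternatives chosen after seeing the data, as were the rate-based doublet calls, the rules that leave a cluster unnamed, and the rule that names dental epithelial-like cells, which was set with the marker scores of the clusters in view.

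The comparisons were tested on simulated data, with counts drawn from the real means, library sizes and dispersions and 200 genes changed. Between the animals in epithelial-like cells (12694 genes run), 87 of 98 genes changed by a log2 of 2 and 95 of 95 changed by 5 were recovered, with 11 false calls. In immune-like cells (6350 genes run) these numbers were 29 of 85 and 81 of 83, with 8 false calls, and in mesenchymal-like cells (6435 genes run) 25 of 87 and 89 of 89, with 6 false calls. For the interaction (12875 genes run), 19 of 99 and 76 of 91 were recovered, with 5 false calls. For epithelial-like against mesenchymal-like cells (12740 genes run), 79 of 95 and 96 of 96 were recovered, with 21 false calls, and for dental against other epithelial-like cells (10881 genes run), 90 of 95 and 93 of 93, with 22 false calls. In 25 simulations without any change, camera fell under 0.05 for the heat shock list in 2 (epithelial-like), 2 (immune-like), 0 (mesenchymal-like) and 1 (interaction), for the tooth list in 2, and for the cycling list in 3. Fry did so in 0, 0, 2, 1, 3 and 2 of them, in the same order.

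Alternatives were a minimum of 500 genes per cell, no removal of doublets, clustering resolution 2.0, scaling of genes over all cells, thinning of every cell to 1000 UMIs, the size factors of DESeq2 in edgeR, no filter on low counts, DESeq2 1.42.0 as the test, the block added or taken out, and each library left out in turn. With scaling over all cells, the further clustering that names dental epithelial-like cells also took all libraries together. Confidence intervals of shares are exact (Clopper-Pearson, 95%), and the limit for a share of 0 is 3 cells of the total. Intervals and limits cover counting error only. Raw reads were not used here.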

Results

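Transcripts of single cells were counted in the soft tissue of adult leopard gecko jaws, a reptile that replaces its teeth throughout life. The 4 libraries fell into 2 groups, LG252 and LG255, each made of 2 libraries from 1 animal. LG252 was dissociated at 37 °C with collagenase and dispase, and LG255 at 4 °C with a bacterial protease. The deposited tables of LG252 held 4355 and 2211 cell barcodes (replicates 1 and 2) with 20754804 and 12860780 UMIs. Those of LG255 held 755 and 1291 barcodes with 4535439 and 9830392 UMIs. The median UMI count per barcode was 3186 and 4464 in LG252 and 4672 and 7522 in LG255, and the median number of detected genes was 1008, 1402, 1476 and 1750 in the same order. Mitochondrial transcripts made up a median of 0.797% and 1.16% of the UMIs of a barcode in LG252 and 4.98% and 3.85% in LG255. More than 20% mitochondrial UMIs were found in 29 and 23 barcodes of LG252 and in 132 and 87 of LG255.

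The first comparison asked which cell classes each dissociation and animal yielded. Among the 8324 cells that were kept, epithelial-like cells made up 17.0% (95% exact confidence interval 15.9 to 18.2) of LG252 replicate 1 and 37.7% (35.7 to 39.8) of LG252 replicate 2. They made up 87.6% (85.0 to 89.9) of LG255 replicate 1 and 85.6% (83.5 to 87.5) of LG255 replicate 2. The means were 27.4% ± 14.6 (SD, n = 2) in LG252 and 86.6% ± 1.43 (SD, n = 2) in LG255, a difference of -59.2 percentage points. Mesenchymal-like cells made up 22.6% ± 19.2 (SD, n = 2) of LG252 and 5.22% ± 3.65 (SD, n = 2) of LG255, a difference of 17.3 points that was smaller than the SD within LG252. Without LG252 replicate 2 it was 3.79 points. Immune-like cells made up 46.0% ± 36.4 (SD, n = 2) of LG252 and 4.91% ± 0.919 (SD, n = 2) of LG255, a difference of 41.1 points, which fell to 15.3 points without LG252 replicate 1. The exact permutation test (two-sided) gave p = 0.333 for each of the 3 classes, and 0.33 is the smallest p that 2 libraries against 2 allow. Of the alternatives, keeping all cells without removal of doublets moved the epithelial-like difference most, to -36.4 points, because more clusters of LG255 were then led by mitochondrial genes or by markers of another class and were left unnamed.

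**Figure D1:**
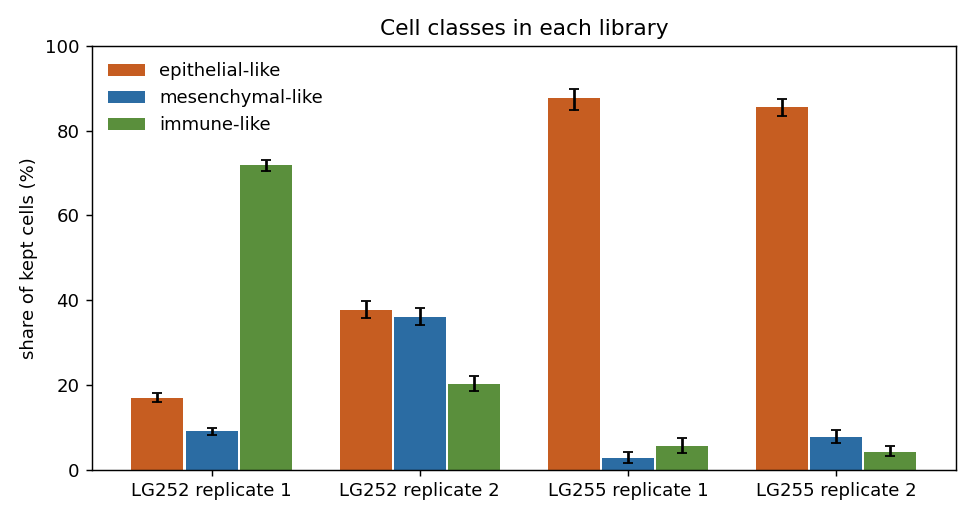
Share of kept cells (%, vertical axis) in each of the 3 classes for the 4 libraries, with 95% exact confidence intervals that cover counting error only. Epithelial-like cells made up 87.6% and 85.6% of the LG255 libraries and 17.0% and 37.7% of the LG252 libraries.

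The immune-like share of the LG252 libraries differed by far more than counting error, 71.8% (70.4 to 73.2) in replicate 1 and 20.2% (18.6 to 22.0) in replicate 2. B or plasma-like cells were 64.7% of the immune-like cells of LG252 replicate 1, 41.7% of those of LG252 replicate 2, 40.0% of those of LG255 replicate 1 and 52.8% of those of LG255 replicate 2. T or NK-like cells were 32.2%, 35.1%, 25.0% and 34.0%, and macrophage-like cells 3.09%, 23.2%, 35.0% and 13.2%, in the same order. The LG255 percentages rest on 40 and 53 immune-like cells.

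The second comparison asked how far transcription within a class differed between the animals and their dissociations. In epithelial-like cells, 4218 of 12957 tested genes passed an adjusted p of 0.05, of which 2629 were higher in LG252 and 1589 lower, and 5710 passed an unadjusted p of 0.05. Thinning every cell to 1000 UMIs moved this number most, to 1600 genes. The 3 raised genes with the smallest p under the naming rule were DNAJA4 (chromosome 18, 36382543 to 36393586; log2 fold change 7.59, SE 0.33, edgeR adjusted p of 5.33e-06), EXOSC4 (chromosome 7, 143739746 to 143740796; log2 fold change 6.45, SE 0.31, adjusted p of 6.21e-06) and RND1 (chromosome 4, 11925040 to 11937035; log2 fold change 5.25, SE 0.26, adjusted p of 6.21e-06). DNAJA4 stood at 722 and 585 CPM in LG252 and at 3.20 and 3.49 CPM in LG255. The 3 lowered genes were TMEM249 (chromosome 7, 143187314 to 143195752; log2 fold change -2.51, SE 0.20, adjusted p of 2.71e-05), CXCL14 (chromosome 4, 74977368 to 74995321; log2 fold change -3.42, SE 0.30, adjusted p of 4.78e-05) and ABT1 (chromosome 19, 15900881 to 15906894; log2 fold change -1.98, SE 0.19, adjusted p of 8.19e-05). Both libraries of LG252 lay on the same side of both libraries of LG255 for each of these 6 genes. TMEM249 was a leading gene of a cluster with 1 and 1 cells in the LG252 libraries and 99 and 110 in the LG255 libraries. A sub-cluster of LG252 replicate 2 (111 cells) shared the leading genes NTRK3, COL8A1 and LOC129337568 with this cluster. Such cells may therefore not be missing from LG252. CXCL14 was a leading gene of a cluster with 23 and 17 cells in LG252 and 52 and 50 in LG255. CXCL14 itself stood at 19.8 and 16.2 CPM in LG252 and at 245 and 142 CPM in LG255, a wider gap. What the composition of the class contributes to either gene was not tested.

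Heat shock and immediate early genes were followed because warm digestion can induce them while the tissue is handled. In epithelial-like cells the heat shock list had a median log2 fold change of 1.75 in LG252 against LG255, with 16 of 18 tested genes higher (camera p of 1.04e-15, fry p of 0.000456). Of its genes, 13 passed the threshold over all genes tested and 13 when adjusted over the list alone. HSPH1 (chromosome 3, 153116836 to 153150881) rose by a log2 of 5.51 (SE 0.30), BAG3 (chromosome 6, 84124415 to 84150252) by 4.72 (SE 0.28) and HSPA2 (chromosome 2, 15864236 to 15866637; similar copies of this gene can share reads) by 4.18 (SE 0.37). The immediate early list had a median log2 fold change of 1.92, with 27 of 28 genes higher (camera p of 6.56e-20, fry p of 0.00662), 22 genes past the threshold over all genes and 24 when adjusted over the list alone. JUND (chromosome 5, 3538804 to 3540160) rose by a log2 of 6.93 (SE 0.36), PPP1R15A (chromosome 12, 59351719 to 59361047) by 5.34 (SE 0.36) and EGR3 (chromosome 14, 31233546 to 31239364) by 3.21 (SE 0.21). The cold response gene CIRBP (chromosome 5, 5846823 to 5852297) had a log2 fold change of -0.41 (SE 0.23, edgeR adjusted p of 0.184, unadjusted p of 0.0978) and did not pass, with both LG252 libraries below both LG255 libraries. The cycling list had a median of 0.13 with 12 of 22 genes higher (camera p of 0.697) and the tooth list a median of 0.28 with 25 of 44 higher (camera p of 0.271) in the same comparison. In the other classes, examined without having been planned, camera passed for both lists and neither the estimated correlation nor fry did. The cycling median was -0.34 in mesenchymal-like cells (camera p of 0.00099, estimated-correlation p of 0.479, fry p of 0.547) and -0.75 in immune-like cells (0.0397, 0.480 and 0.438), and the tooth median 0.76 (0.00731, 0.131 and 0.0614) and 0.91 (0.000897, 0.169 and 0.0927). Taking out the filter on low counts moved the heat shock median most, to 1.97.

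In mesenchymal-like cells, 3 of 17 heat shock genes passed the threshold over all genes (DNAJA4, HSPA2 and BAG3) and 3 when adjusted over the list alone. The median log2 fold change of the list was 0.64, with 14 genes higher in LG252 (camera p of 1.48e-07, fry p of 0.00343), and without LG255 replicate 2 it was 1.62. DNAJA4 had 2503 UMIs in LG252 and 1 in LG255, a ratio of pooled CPM of 297 (95% counting interval 53.2 to 11730). The immediate early list had a median of 3.28, with 26 of 26 genes higher (camera p of 2.35e-43, fry p of 0.0167), 6 past the threshold over all genes and 24 when adjusted over the list alone. With 3 of its genes that had at most 3 UMIs in LG255 set to the ratio that 3 UMIs give, this median was 3.10. The LG255 sums of this class rest on 19 and 97 cells.

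A test of the difference itself compared the animal effect on the heat shock list between the classes. The effect in mesenchymal-like cells minus that in epithelial-like cells had a median of -0.69 (camera p of 0.00704), with 6 of 18 genes above 0, and the median of all genes was 0.21, so the list lay at -0.90 relative to it. With the size factors of DESeq2 the median of all genes was 0.10 and the relative value -0.89. The difference did not hold with the correlation estimated from the data (p of 0.218 by that method) or by fry (p of 0.313), and without LG255 replicate 2 it was -0.13. Of the list, HSPA2 alone passed over all genes, in the opposite direction (log2 difference 3.50, SE 0.38, edgeR adjusted p of 0.000837), and 4 genes passed when adjusted over the list alone. The other lists, examined for this difference without having been planned, moved as much or more by their medians, except the tooth list. Immediate early genes had a median of 1.37 with 23 of 28 above 0 (camera p of 2.27e-05, estimated-correlation p of 0.145, fry p of 0.0594), the cycling list one of -0.93 with 2 of 22 above 0 (2.70e-05, 0.415 and 0.550 by the same tests) and the tooth list one of 0.40 with 30 of 58 above 0 (0.415, 0.415 and 0.158). Of the camera calls between the animals, those for the heat shock list in epithelial-like and mesenchymal-like cells held both under fry and with the estimated correlation (p of 0.0195 and 0.0298 by the latter), as did the immediate early list in mesenchymal-like cells (0.0350) and both lists in immune-like cells (below). The immediate early list in epithelial-like cells held under fry and not with the estimated correlation (0.0720). With a replicate block the estimated correlation passed for neither list, in epithelial-like or in mesenchymal-like cells.

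**Figure D2:**
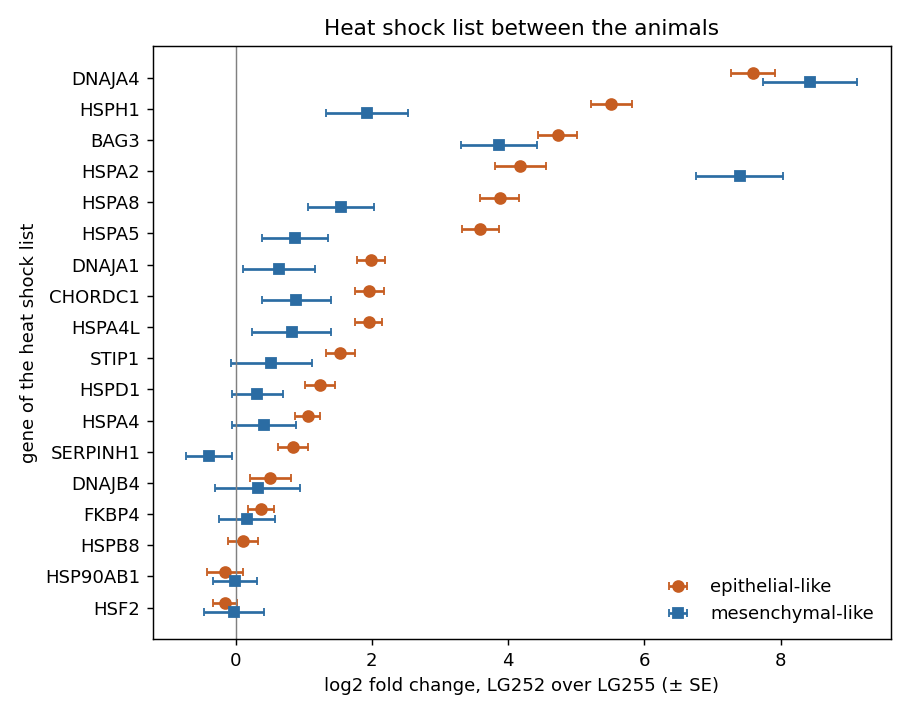
Log2 fold change of LG252 over LG255 (horizontal axis, ± SE) for each tested gene of the heat shock list in epithelial-like and mesenchymal-like cells, from edgeR fits of 2 libraries against 2. The medians were 1.75 and 0.64, and HSPA2 was the gene with the clearly larger change in mesenchymal-like cells (7.39 against 4.18).

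In immune-like cells, 15 of 7042 tested genes passed the threshold, 12 higher in LG252 and 3 lower, and 1445 passed an unadjusted p of 0.05. This number depended on the processing more than any other, with 973 genes when low counts were not filtered. DNAJA4 had 19107 UMIs in LG252 and 1 in LG255, a ratio of pooled CPM of 688 (95% counting interval 124 to 27180; edgeR adjusted p of 0.0328). HSPA2 rose by a log2 of 6.07 (SE 0.54, edgeR adjusted p of 0.0334) and ATP5MG (chromosome 14, 655465 to 731007) by 5.03 (SE 0.47, edgeR adjusted p of 0.0334). CXCR6 (chromosome 11, 33841366 to 33846368) had a log2 fold change of -4.04 (SE 0.45, edgeR adjusted p of 0.0452) and NPB (chromosome 4, 27736658 to 27737953) one of -4.94 (SE 0.58, edgeR adjusted p of 0.0496). These 5 genes separated both LG252 libraries from both LG255 libraries. The heat shock list, examined in this class without having been planned, had a median of 2.29, with 14 of 16 genes higher in LG252, 2 past the threshold over all genes and 13 when adjusted over the list alone (camera p of 3.71e-19, estimated-correlation p of 0.0175, fry p of 0.00055). Immediate early genes, also unplanned here, had a smaller median than in the other classes, 0.81, with 18 of 25 higher, 2 past the threshold over all genes and 8 when adjusted over the list alone (camera p of 1.81e-05, estimated-correlation p of 0.0412, fry p of 0.0146). CXCR6 was a leading gene of a T or NK-like cluster with 0 and 143 cells in the LG252 libraries and 10 and 18 in the LG255 libraries. The immune-like cells numbered 3011, 439, 40 and 53 in the same order, so the cluster was not scarce in LG252 replicate 2. CXCR6 stood at 6.50 CPM (10 UMIs) there, against 107 and 70.7 CPM in LG255. The share of this cluster does not account for that low value.

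The third comparison asked how genes of tooth development divide between epithelium and mesenchyme, within each library. Of 58 tested tooth list genes, 43 passed the threshold over all genes, 12 higher in epithelial-like and 31 higher in mesenchymal-like cells, and 47 passed when adjusted over the list alone. Taking the library block out moved this number most, to 28 genes. SOX2 (chromosome 6, 15170519 to 15173274) was higher in epithelial-like cells by a log2 of 6.38 (SE 0.43, edgeR adjusted p of 2.88e-07), BCL11A (chromosome 1, 216420600 to 216610801) by 2.22 (SE 0.28, adjusted p of 4.90e-05) and LGR4 (chromosome 2, 106372088 to 106542569) by 1.40 (SE 0.31, adjusted p of 0.00351). SFRP2 (chromosome 10, 58440374 to 58446989) had a log2 fold change of -7.78 (SE 0.36, edgeR adjusted p of 4.53e-08), MSX1 (chromosome 15, 22621260 to 22626349) one of -8.53 (SE 0.54, adjusted p of 2.10e-07) and LHX8 (chromosome 5, 68818847 to 68838709) one of -8.21 (SE 0.55, adjusted p of 2.88e-07). The direction was the same in 4 of 4 libraries for each of these 6 genes. MSX1 had 872 UMIs in mesenchymal-like and 4 in epithelial-like cells.

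The fourth comparison asked what sets the dental epithelium apart from the rest of the epithelium. Dental epithelial-like cells were 130 of 818 epithelial-like cells (15.9%, 95% exact confidence interval 13.5 to 18.6) in LG252 replicate 2, 86 of 630 (13.7%, 11.1 to 16.6) in LG255 replicate 1 and 171 of 1064 (16.1%, 13.9 to 18.4) in LG255 replicate 2. In LG252 replicate 1 there were 0 of 714, which allows a share of up to 0.420% by counting error alone. The naming matters here, since with genes scaled over all cells 4 of 701 were named dental in this library. There the further clustering also took the epithelial-like cells of all libraries together, and these changes were not separated. In that setting the shares of LG252 replicate 2 and LG255 replicates 1 and 2 fell to 89 of 795, 35 of 518 and 75 of 1029. With at most 20% mitochondrial UMIs per cell they were 112 of 798, 75 of 528 and 231 of 1010. The intervals above do not cover such changes. In the clustering of all cells, the dental cluster held 1 and 9 cells of LG252 replicates 1 and 2. It held 77 and 173 cells of LG255 replicates 1 and 2. Another cluster of 108 cells, all of LG252 replicate 2, was named basal epithelial-like. It had 5 dental markers raised, as many as the dental cluster. The named dental share of LG252 replicate 2 therefore rests on the further clustering within that library. Whether it holds these 108 cells was not tested, and the dental cells of LG252 and LG255 need not be the same kind. Of 43 tested tooth list genes, 21 passed the threshold over all genes in the other 3 libraries, 16 higher and 5 lower in dental epithelial-like cells, and 21 passed when adjusted over the list alone. DLX5 (chromosome 11, 59945204 to 59949421) was higher by a log2 of 4.45 (SE 0.43, edgeR adjusted p of 5.98e-05), RUNX2 (chromosome 1, 25840334 to 26098296) by 2.31 (SE 0.26, adjusted p of 0.000131) and SHH (chromosome 11, 82371810 to 82407204) by 2.26 (SE 0.32, adjusted p of 0.000635). WNT5A (chromosome 4, 116635147 to 116654865) had a log2 fold change of -2.09 (SE 0.28, edgeR adjusted p of 0.000458) and SOX2 one of -1.46 (SE 0.33, adjusted p of 0.00921). Each direction was the same in 3 of 3 libraries. SOX2 stood at 155, 38.3 and 30.9 CPM in dental and at 204, 162 and 134 CPM in other epithelial-like cells of LG252 replicate 2 and LG255 replicates 1 and 2. Without the library block, 9 tooth list genes passed.

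**Figure D3:**
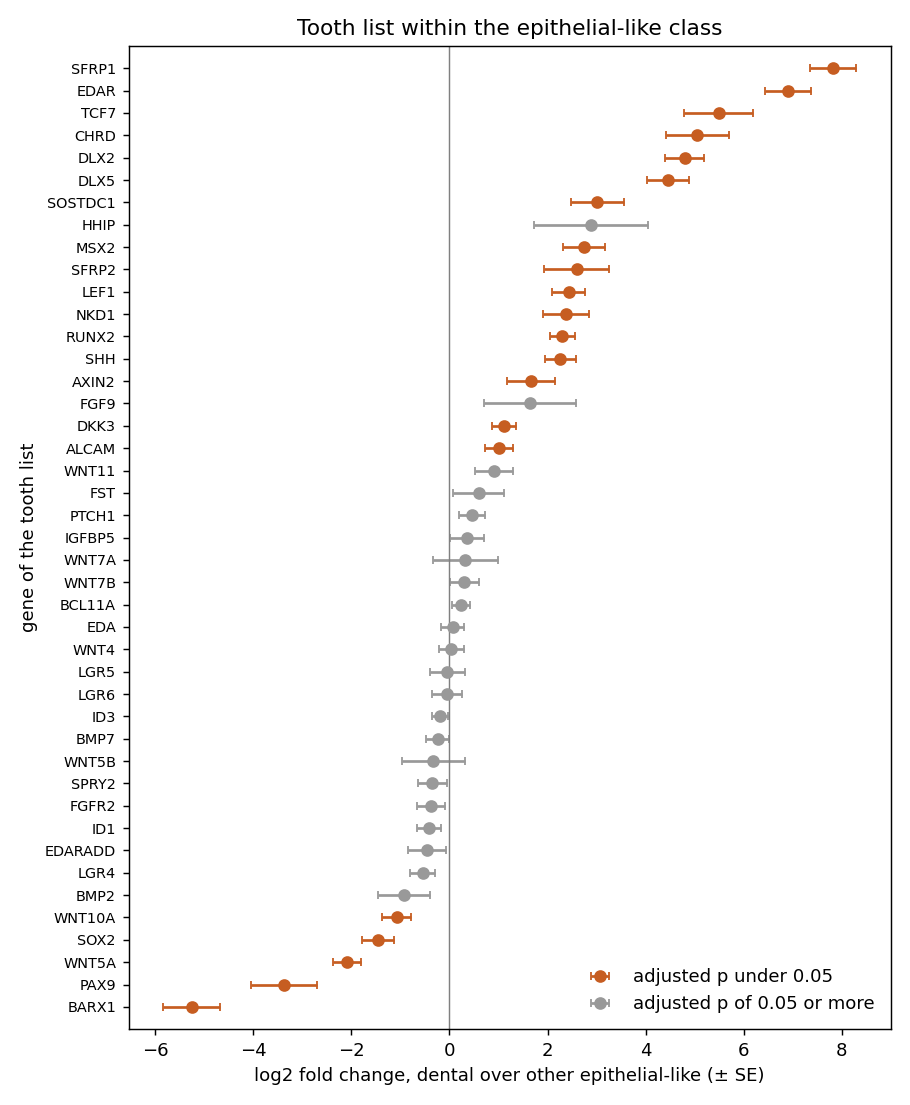
Log2 fold change of dental over other epithelial-like cells (horizontal axis, ± SE) for each of the 43 tested tooth list genes, from an edgeR fit of 3 libraries with the library as a block. Of these genes, 16 were higher and 5 lower at an adjusted p under 0.05 (coloured points).

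The cycling list was compared in the same cells to ask whether the dental epithelium differs in proliferation. Its median log2 fold change was 0.59, with 19 of 22 genes higher in dental epithelial-like cells (camera p of 0.00283). The camera call did not hold with the correlation estimated from the data (p of 0.392) or by fry (p of 0.162). MCM5, MCM2, MCM3 and PCNA passed the threshold over all genes, with log2 fold changes of 1.60, 1.46, 1.09 and 1.07, and 7 genes passed when adjusted over the list alone. Only MCM5 kept its call whichever library was left out. Without LG255 replicate 1, MCM3 fell to 0.77 and PCNA to 0.52 and neither passed, and without LG255 replicate 2 neither MCM2 nor MCM3 did. In LG252 replicate 2 the differences were small for PCNA (177 CPM in dental against 153 CPM in other epithelial-like cells), MCM3 (13.0 against 10.1 CPM) and MCM2 (7.79 against 5.79 CPM). The median depended on which cells the clustering placed in the compared classes, and reached 1.93 with a minimum of 500 genes per cell. Only the listed cycling genes were held out of the clustering. NUSAP1, a gene of the list, was a leading gene of a sub-cluster in LG252 replicate 2 (117 cells). It also led sub-clusters in LG255 replicate 1 (43 cells) and LG255 replicate 2 (51 cells). None of these was named dental. Dividing dental cells may have been placed in them, so the comparison cannot settle whether proliferation differs. The immediate early list, examined in this comparison after its values were seen, had a median of -1.04, with 4 of 27 genes higher and 19 past the threshold over all genes (21 when adjusted over the list alone; camera p of 5.93e-10, estimated-correlation p of 0.0201, fry p of 0.0014).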

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

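The fits with the estimated correlation, after thinning and without each library were planned for the heat shock list, but their use as tests of explanations was chosen only after its value had been seen, as were the value at 3 UMIs and all tests of the immediate early and cycling differences, while the test of MSX1 was set down before its result.

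The effect of animal and dissociation on the heat shock list differed between classes, with a median log2 difference of -0.6906 (mesenchymal-like minus epithelial-like) and a camera p of 0.00704 for the interaction term. Several values argue that this difference is not secure. With the correlation between the list's genes estimated from the data (0.100), the p was 0.218. A rise in p by this method does not rest on the correlation alone. In mesenchymal-like cells the heat shock list had an estimated correlation of -0.029, below the preset 0.01. Its camera p still rose from 1.48e-07 to 0.0298. The p of 0.218 therefore cannot tell whether the preset correlation accounts for the call. In simulations without any change, camera fell under 0.05 for this interaction in 1 of 25 draws, so the call was not a frequent product of the test where genes vary independently. Without LG255 replicate 2 the median was -0.13, a move of more than the SD between libraries of 0.257. The mesenchymal-like side of LG255 in that fit is only the 19 cells of replicate 1 (106927 UMIs). The fit therefore cannot tell whether LG255 replicate 2 carries much of the size or the shallow sum moved the value. The difference does not depend on these 19 cells, since the median was -0.62 without LG255 replicate 1. After every cell was thinned to 1000 UMIs the median was -0.41 and the camera p was 0.106. Thinning moved the value toward 0 and also took out counts, so an effect of depth and a true difference between the classes cannot be told apart by it. Setting the 2 genes with few UMIs to the ratio that 3 UMIs give changed the median to -0.74. A difference between the classes in their response to warm digestion, and a difference between the animals, both remain open and untested, since each dissociation was used on 1 animal. The make-up of the mesenchymal-like class differed as well. A cluster of this class held 377, 344, 3 and 14 cells in LG252 replicates 1 and 2 and LG255 replicates 1 and 2. Another held 1, 439, 16 and 83 in the same order. What this contributes to the difference was not tested.

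The animal effect on other lists differed between these classes as well. The immediate early list had a median of 1.368, in the opposite direction to heat shock, and the cycling list one of -0.93293, with camera p of 2.27e-05 and 2.70e-05. With the correlation estimated from the data (0.119 and 0.929) the p was 0.1455 and 0.4148. Since this method can raise the p at a low correlation too, these values cannot tell whether the preset correlation accounts for the calls. After thinning the medians were 1.966 and -0.9137. Setting the 5 immediate early genes with few UMIs to the ratio that 3 UMIs give changed that median to 1.018, with 21 of 28 genes above 0. Without 1 library at a time the immediate early median lay between 1.153 and 2.115 and the cycling median between -7.58 and 0.1179, so the cycling difference depended on which library was left out. The tooth list gave a camera p of 0.415. A difference between the animals or dissociations, or in the make-up of the mesenchymal-like class, remains open and untested.

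MSX1 stood at 0.7316 CPM (4 UMIs) in the epithelial-like cells of LG252 replicate 2 and at 0 UMIs in those of the other 3 libraries. Of 12 sets of 4 values checked for a library far from the others, this was the 1 found, but beside 3 values of 0 any count at all would have been found, so the finding carries no weight and no chance rate applies to it. The library has 783 mesenchymal-like cells, and RNA or cells of that class could bring MSX1 along. The 11 mesenchymal markers reached a median of 0.873% of their mesenchymal-like level in these epithelial-like cells, which would bring 13.5 MSX1 UMIs, above the counting interval of those seen (1.09 to 10.2). The lowest marker, COL1A1, would bring 6.43, which lies within it. The markers do not settle how much was carried over, so carried-over RNA and expression in a few cells cannot be told apart at 4 UMIs. Of these, 3 were in dental epithelial-like cells.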

How the results depend on the processing

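The maximum of 20% mitochondrial UMIs, the epithelial-like class without dental cells, and the other epithelial-like cells without sub-clusters led by mitochondrial genes or without unnamed sub-clusters were the alternatives chosen after seeing the data. Of 158 values of 13 results under alternatives, 136 kept their direction and their side of the camera threshold, stayed within 1.5 times the number of genes, or moved by less than the spread between libraries. This is no sign of a stable size, since the spread of the mesenchymal-like and immune-like shares is wide and the cycling median moved severalfold (below). For shares of cells the exact permutation test cannot pass, so only their size was followed. Lists examined without having been planned were not followed here.

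The epithelial-like difference of -59.2 points was -36.4 with all cells kept and -47.9 at clustering resolution 2.0, and lay between -59.2 and -50.7 under the 3 other settings. With all cells kept, clusters led by mitochondrial genes held 17.2% and 8.52% of the cells of the LG255 libraries, and clusters with more markers of another class a further 13.6% and 7.64%, all left unnamed. At resolution 2.0, clusters led by mitochondrial genes held 16.8% and 6.68%. The smaller differences follow from leaving these cells unnamed. Leaving out each library in turn gave -69.6 to -48.9 points for the epithelial-like, 3.79 to 30.9 for the mesenchymal-like and 15.3 to 66.9 for the immune-like difference. The smallest mesenchymal-like value (3.79) was without LG252 replicate 2 and the smallest immune-like value (15.3) without LG252 replicate 1.

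In epithelial-like cells the number of called genes was 4218, and 4123 to 5053 under 9 alternatives. It was 1600 after thinning to 1000 UMIs (1447 of them among the 4218), where only 6844 genes were tested, and 2640 with DESeq2 (2568 shared; 1950 higher and 690 lower). The cause of the latter was not tested. In immune-like cells the 15 genes became 124 with a minimum of 500 genes per cell, 89 with genes scaled over all cells, 30 after thinning (8 shared), 9 with DESeq2 size factors, 973 without a filter on low counts and 314 with DESeq2. All 15 were among the calls of these alternatives except the thinned and the size-factor fits, which shared 8 and 9. The cause was not tested, and the number itself is not stable, while 1324 to 1454 genes had an unadjusted p under 0.05 in the fits that kept the filter's 6801 to 7109 genes or used DESeq2. For mesenchymal-like cells a number of called genes was reached under the minimum of 20 cells only with all cells kept, 30 of 7278 genes (22 higher, 8 lower; 926 at an unadjusted p under 0.05). Ignoring the minimum, 52 of 7118 were called, and 51 with the size factors of DESeq2. No other alternative is reported for this count.

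With a replicate block, which pairs libraries of different animals, 4597 genes were called in epithelial-like and 122 in immune-like cells. The replicate numbers do not pair the libraries, since the deviations of libraries of the same number from their animal's mean had a correlation across genes of -0.067 in epithelial-like and -0.0018 in immune-like cells.

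Medians of the lists kept their direction and their camera call under every alternative that had a test, except the difference of the heat shock effect between classes, which was -0.41 with a camera p of 0.106 after thinning (0.00167 to 0.0204 under the other alternatives). In epithelial-like cells the medians ranged from 1.54 to 1.97 for heat shock and from 1.81 to 2.05 for immediate early genes. In mesenchymal-like cells they ranged from 0.59 to 0.96 and from 3.14 to 3.43. The other tests of these lists changed more. With the replicate block, the estimated-correlation p of heat shock rose to 0.109 in epithelial-like and 0.117 in mesenchymal-like cells, and that of immediate early genes to 0.161 and 0.111, with a fry p of 0.0699 and 0.0522. For immediate early genes in epithelial-like cells the estimated-correlation p fell to 0.0215 after thinning and to 0.0403 without dental cells. Across the 4 fits that each left out 1 library, heat shock gave 1.64 to 1.80 and immediate early genes 1.83 to 2.28 in epithelial-like cells. In mesenchymal-like cells these ranges were 0.34 to 1.62 and 2.64 to 3.47. The difference between classes ranged from -0.83 to -0.13, and the value nearest 0 was without LG255 replicate 2.

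The tooth list gave 43 genes between epithelial-like and mesenchymal-like cells, 28 with no replicate block, 34 to 47 under 9 other alternatives and 31 to 44 when each library was left out. Between dental and other epithelial-like cells it gave 21 genes, 13 with at least 500 genes per cell, 12 after thinning (30 genes tested instead of 43), 9 with no replicate block, 19 to 27 under 9 others and 17 to 23 when each library was left out. All genes of the 13, the 12 and the 9 were among the 21. Taking the block out leaves differences between libraries in the error. Leaving out the sub-clusters of other epithelial-like cells led by mitochondrial genes (100, 93 and 58 cells) gave 22 genes, and leaving out all unnamed ones 21. The cycling median of 0.59 was 1.35 to 1.93 under each change of cells or clustering before naming, 1.08 without unnamed sub-clusters, 0.54 to 0.80 under the other alternatives, and 0.38 to 0.80 when each of 3 libraries was left out. Its fry p of 0.162 fell to 0.0362 with no replicate block and to 0.0466 without LG252 replicate 2.

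For the 37 named results, each a gene in a comparison, there were 537 further values. Of these, 496 kept their side of the threshold or, in fits without a test, stayed within the spread between libraries. Where there was a test, the size was not checked. A further 22 lost the call, 19 moved by more than the spread and 0 changed direction. Simulated changes by a log2 of 2 were recovered in 28.7% of genes in mesenchymal-like and 34.1% in immune-like cells, which have both shallower LG255 sums and a larger dispersion (0.128 and 0.119 against 0.0374 in epithelial-like cells). These were not separated.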

Other observations

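All tests in this part were chosen only after the results had been seen.

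Other splits of the same sums were fitted without the library block, to set beside the counts of tooth list genes. All classes compared here were drawn by clustering the same cells, with only the list genes held out. The real split was therefore favoured from the start, and a larger count for it is no check on the result. For epithelial-like against mesenchymal-like cells, 1 of 35 splits of the 8 sums gave as many genes, the real one with 28, and no other split gave more than 3. With the block, the real split gave 43 genes and no other split that kept the libraries paired gave any. For dental against other epithelial-like cells, 1 of 10 splits of the 6 sums gave as many genes, the real one with 9, against 0 in the other splits. With 10 splits the share cannot fall under 0.1, so this count cannot decide. For the cycling list, 2 of 10 splits gave a p as small as the real one, and another split reached 4.86e-09, so the cycling difference was not larger than that of another grouping of the sums.

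The tooth list genes raised in dental epithelial-like cells include several that were lower in epithelial-like than in mesenchymal-like cells (12 of 16), so mesenchymal cells or their RNA among the dental cells were considered as a candidate source. By medians over the 3 libraries, the 11 mesenchymal markers reached a median of 0.955% of their mesenchymal-like level in dental epithelial-like cells, and the highest, COL5A1, reached 7.28% (8.68% in LG255 replicate 1). The raised tooth genes reached a median of 42.7% by the same measure, and 14 of 15 lay above every marker. The markers stay far below what this source would need. Among the leading genes of a dental sub-cluster of LG255 replicate 1 (58 cells) were COL12A1, TNC, CDH11 and PDGFRB. Those of a dental sub-cluster of LG255 replicate 2 (83 cells) included COL12A1 and CDH11. COL12A1 was also a leading gene of the dental sub-cluster of LG252 replicate 2 (130 cells). These genes are in none of the marker lists, so the naming of these cells is less certain than that of the other dental cells. Expression in the dental epithelial-like cells remains as a hypothesis from the same data, besides differences in how clusters were drawn.

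The immune-like share of LG252 replicate 1 was 71.8% against 20.2% in replicate 2 of the same animal. A cold-digested library like those of LG255 under this label is excluded by the epithelial-like sums. These correlated across genes with r = 0.964 between the LG252 libraries (genes are not independent replicates). Between LG252 replicate 1 and the LG255 libraries, r was 0.808 to 0.811. Tissue of the other animal digested warm cannot be excluded this way, since animal and dissociation change together. Blood carried over with the tissue would raise erythroid-like cells alike. They were 1.77-fold (0.840 to 3.76) more frequent per other cell, while immune-like cells were 10.1-fold, B or plasma-like cells 15.7-fold, T or NK-like cells 9.26-fold and macrophage-like cells 1.34-fold more frequent. Shallow cells do not account for it, since the share was 73.4% among cells with at least 1000 UMIs. A difference between the pieces of tissue taken for the libraries, or in their digestion, may explain it and was not tested.

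No dental epithelial-like cells were named in LG252 replicate 1. If such cells were present and not named, its epithelial-like cells would hold more of the 16 raised tooth genes than the other epithelial-like cells of LG252 replicate 2. Their median log2 ratio was -0.24, with 6 of 16 genes higher, whereas adding the dental cells of LG252 replicate 2 to its own other cells gave 0.80 with 16 of 16 higher. A share of dental cells like that of the other libraries was therefore not present among the named epithelial-like cells, and a difference in the piece of tissue dissected remains open and untested.

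Among epithelial-like cells, 4 genes stood above 50 CPM in both LG255 libraries and under 1 CPM in both LG252 libraries, and 0 genes showed this for any other pair of libraries. They were singled out after their values were seen. AMELX (4054 UMIs in LG255, 3 in LG252) was highest in a dental epithelial-like cluster, at 432 times its median cluster, and LOC129335408 and LOC129335450 in a secretory epithelial-like cluster, at 3730 and 3405 times. LOC129328896 (chromosome 4, 44658115 to 44661017) differed from these. It had 1612 UMIs in LG255 and 4 among 32300377 UMIs in LG252, and it was found in every class examined, with 105 and 119 CPM in epithelial-like, 112 and 148 CPM in mesenchymal-like and 46.0 and 58.8 CPM in immune-like cells of LG255. Free RNA from 1 cell type would leave that type far above the others, but its highest cluster was only 1.59 times its median cluster. A sequence variant or gene copy that differs between the animals may explain it, as may reads shared with a paralog or an effect of the dissociation. None of these was tested.

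The cluster with the highest median mitochondrial share named as epithelial-like had 281 and 395 cells in LG255 and 10 and 21 in LG252, with a median of 5.11%. Clusters left unnamed held 1.17% and 1.71% of the cells of LG252 and 1.39% and 0.805% of those of LG255.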
